# Ablation of *Iah1*, a candidate gene for diet-induced fatty liver, does not affect liver lipid accumulation in mice

**DOI:** 10.1371/journal.pone.0233087

**Published:** 2020-05-14

**Authors:** Tomomi Masuya, Miyako Suzuki, Junko Tsujimura, Shinsaku Kanamori, Yuki Miyasaka, Tamio Ohno, Atsushi Murai, Fumihiko Horio, Misato Kobayashi

## Abstract

Nonalcoholic fatty liver disease (NAFLD) is a pathological condition caused by excess triglyceride deposition in the liver. The SMXA-5 severe fatty liver mouse model has been established from the SM/J and A/J strains. To explore the genetic factors involved in fatty liver development in SMXA-5 mice, we had previously performed quantitative trait locus (QTL) analysis, using (SM/J×SMXA-5)F2 intercross mice, and identified *Fl1sa* on chromosome 12 (centromere-53.06 Mb) as a significant QTL for fatty liver. Furthermore, isoamyl acetate-hydrolyzing esterase 1 homolog (*Iah1*) was selected as the most likely candidate gene for *Fl1sa*. *Iah1* gene expression in fatty liver-resistant A/J-12^SM^ mice was significantly higher than in fatty liver-susceptible A/J mice. These data indicated that the *Iah1* gene might be associated with fatty liver development. However, the function of murine *Iah1* remains unknown. Therefore, in this study, we created *Iah1* knockout (KO) mice with two different backgrounds [C57BL/6N (B6) and A/J-12^SM^ (A12)] to investigate the relationship between *Iah1* and liver lipid accumulation. Liver triglyceride accumulation in *Iah1*-KO mice of B6 or A12 background did not differ from their respective *Iah1*-wild type mice under a high-fat diet. These results indicated that loss of *Iah1* did not contribute to fatty liver. On the other hands, adipose tissue dysfunction causes lipid accumulation in ectopic tissues (liver, skeletal muscle, and pancreas). To investigate the effect of *Iah1* deficiency on white adipose tissue, we performed DNA microarray analysis of epididymal fat in *Iah1*-KO mice of A12 background. This result showed that *Iah1* deficiency might decrease adipokines *Sfrp4* and *Metrnl* gene expression in epididymal fat. This study demonstrated that *Iah1* deficiency did not cause liver lipid accumulation and that *Iah1* was not a suitable candidate gene for *Fl1sa*.

## Introduction

Nonalcoholic fatty liver disease (NAFLD) refers to a wide range of liver conditions which occur without excessive alcohol consumption, from simple steatosis to steatohepatitis, fibrosis, and cirrhosis [1]. The incidence of NAFLD has been increasing worldwide along with the increased prevalence of obesity, type 2 diabetes, and dyslipidemia [2]. Hepatic steatosis is caused by excessive energy intake and lack of exercise, and occurs when the balance of the lipid metabolism in the liver is disrupted. However, as not only environmental factors, such as diet and exercise, but also genetic factors, affect NAFLD development, the pathogenesis of this disease has not been fully understood.

The SMXA-5 mouse strain is one of the SMXA recombinant inbred strains created from SM/J and A/J mice that are resistant to fatty liver [3]. The SMXA-5 mouse, whose chromosome consists of parental chromosomal fragments, shows severe fatty liver under a short-term high-fat diet [4]. This indicates that a combination of multiple genes causes fatty liver in SMXA-5 mice. To identify the genetic factors involved in fatty liver development in SMXA-5 mice, we previously performed quantitative trait locus (QTL) analysis using (SM/J×SMXA-5)F2 intercross mice [5]. QTLs for liver weight, liver TG content, and total liver lipid content were mapped to the region from the centromere to 53.06 Mb on the mouse chromosome 12 and named *Fl1sa* (Fatty Liver 1 in SMXA) [5]. On *Fl1sa*, the fatty liver-susceptible allele was A/J and the resistant allele was SM/J. The effect of *Fl1sa* was confirmed using A/J-12^SM^ consomic mice, a strain which possesses the resistant chromosome 12 of SM/J mice and the genetic background of A/J mice. DNA microarray analysis in the liver showed that *Iah1* (isoamyl acetate-hydrolyzing esterase 1 homolog) gene expression in fatty liver-resistant A/J-12^SM^ mice was higher than in fatty liver-susceptible A/J mice [6]. We also confirmed by congenic mice analysis that the chromosomal region possessing the *Iah1* gene contained genes responsible for fatty liver development [7]. Therefore, we have selected *Iah1*, which is located at 21.31 Mb on mouse chromosome 12, as the most likely candidate gene for *Fl1sa*. Previous studies have reported that the yeast IAH1 protein has esterase activity [8, 9]. However, the function of murine IAH1 is largely unknown. We previously reported that *Iah1* overexpression in a mouse hepatoma cell line (Hepa1-6) affected gene expression of the lipid metabolism [6].

In this study, to investigate the relationship between *Iah1* and liver lipid accumulation, we produced *Iah1* knockout (KO) mice with a C57BL/6N and A/J-12^SM^ background. We also performed DNA microarray analysis using the epididymal fat tissue of A/J-12^SM^ (WT_A12) and A/J-12^SM^ *Iah1*-KO mice (KO_A12) to investigate the effect of *Iah1* deficiency on lipid metabolism.

## Materials and methods

### Animals

The tm1a (*Iah1*^*tm1a (EUCOMM) Hmgu*^) mice were obtained from the European Conditional Mouse Mutagenesis Program (EUCOMM). The CAG-Cre [B6.Cg-Tg (CAG-Cre) CZ-MO2Osb] [10] mice were obtained from RIKEN BRC (Japan, RBRC01828). The tm1a mice had a C57BL/6NTac genetic background and had a heterozygous knockout-first allele with the loxP and Frt sites (http://www.mousephenotype.org/about-ikmc/eucomm) (S1 Fig) [11]. The CAG-Cre transgenic mice (C57BL/6NCrSlc genetic background) constitutively express the Cre recombinase gene under the control of a CAG promoter. To generate KO mice, the tm1a heterozygotes were crossed with CAG-Cre mice resulting in tm1b heterozygotes which were heterozygous for Cre (mate A in S1 Fig). The genomic construct in tm1b mice had exons 3 and 4 deleted, which leads to the production of a truncated mRNA, thereby resulting in non-sense mediated decay of the RNA. To remove the Cre recombinase, the tm1b heterozygotes (*Iah1*^*tm1b/WT*^, *Cre/WT*) were crossed with mice which had the same genotype and the heterozygotes (*Iah1*^*tm1b/WT*^, *WT/WT*) without Cre were chosen (mate B in S1 Fig). The *Iah1*^*tm1b*^ heterozygotes were intercrossed to generate *Iah1*^*WT/WT*^ (wild type, WT_B6), *Iah1*^*tm1b/WT*^ (heterozygous KO, Hetero), and *Iah1*^*tm1b/tm1b*^ (homozygous KO, KO_B6) (mate C in S1 Fig). These lines were maintained by (heterozygous×heterozygous) breeding. To ameliorate animal suffering, the tails of the mice were collected under anesthesia using isoflurane in order to perform genotyping. DNA extraction from the tail (about 10 mg) was performed using the DNeasy Blood & Tissue kit (QIAGEN). The primer sequences used for genotyping are described in S1 Table.

The A/J-Chr12^SM^ consomic strain (A/J-12^SM^) was obtained from the Institute for Laboratory Animal Research, Nagoya University School of Medicine. The A/J-12^SM^ consomic mouse strain was established by the introduction of chromosome 12 of the SM/J mouse into the A/J mouse background as previously described [12]. Targeted disruption of the *Iah1* gene on the A/J-12^SM^ background was carried out by using the CRISPR/Cas9 method as previously described [13, 14]. The CRISPR RNA (crRNA) sequences were 5ʹ-CTGTGCGAGCGAGCTGCTAG(CGG)-3ʹ (*Iah1*_g21316438-21316460) and 5ʹ-CTTCGGGGACTCCATCACGC(AGG)-3ʹ (*Iah1*_g21316491-21316513). The two crRNAs were designed using the CRISPOR website (http://crispor.tefor.net/) [15]. Founder mice were mated with A/J-12^SM^ mice to produce offspring with heterozygous mutations in the *Iah1* gene. The DNA sequence in the Cas-9 nuclease-target region was confirmed by Sanger sequencing. The primer sequences used were as follows, 5ʹ-GAAGTCAGGCGGTCTACAGTGAG-3ʹ (Forward) and 5ʹ-GGAAGAGAGGAGTGAACTAGTCGG-3ʹ (Reverse). Off-target sites were predicted using CRISPOR [15]. The top four or five highest-scoring genes as ranked by the MIT off-target score were amplified by PCR and subjected to DNA sequence analysis (S2 Table). Finally, to generate A/J-12^SM^ *Iah1* homozygous KO mice (KO_A12), the heterozygous mice were intercrossed. The genomic DNA was amplified by PCR using primers for *Iah1* genotyping, namely 5ʹ-TTTCTACCATGTCGCTGTGC-3ʹ (forward) and 5ʹ-AGGCGGACCCTTTAAGCTC-3ʹ (reverse). The size differences between the PCR products obtained from the *Iah1*-wild type allele and mutation allele were detected by agarose gel electrophoresis. The established KO_A12 line was maintained by (homozygous × homozygous) breeding. A/J-12^SM^ (WT_A12) mice were used as a control for KO_A12 mice.

All mice were maintained at 23 ± 2 °C with a 12-h light/dark cycle (light on from 8:00 to 20:00) and *ad libitum* access to food and water under conventional conditions, in the facilities at the Graduate School of Bioagricultural Sciences, Nagoya University. Mice were weaned at 3 weeks of age and they were housed individual cages at 5 weeks of age.

### Diet and experimental schedule

Male *Iah1*-wild type (WT_B6 or WT_A12) and -KO (KO_B6 or KO_A12) mice were fed with a standard chow, CE-2 (CLEA Japan, Inc., Japan), until 6 weeks of age. Subsequently, all mice were fed with a high-fat diet (D07053003; Research Diets, New Brunswick, NJ, USA) from 6 to 18 weeks of age (for 12 weeks). The composition of the high-fat diet was previously described [7]. Briefly, the high-fat diet used includes lard (30% w/w) and casein (20.9% w/w). The body weight was measured every week during the experimental period (6–18 weeks of age). At 18 weeks of age, blood samples were collected from orbital veins after a 4 h fast (9:00 to 13:00). Then, the mice were sacrificed by cervical dislocation. The tissues (liver, kidney, lung, brown adipose tissue, epididymal fat, subcutaneous fat, mesenteric fat, and retroperitoneal fat) were collected, weighed, and immediately frozen using liquid nitrogen.

This study was carried out in accordance with the Regulations on Animal Experiments of Nagoya University. All procedures and animal care were approved by the Animal Experiment Committee, Graduate School of Bioagricultural Sciences, Nagoya University (approval No. 201622604, 2017030219, 2018031316).

### DNA sequence analysis

The *Iah1* gene and off-target candidate genes of KO_A12 mice were amplified by PCR and the PCR products were purified using the ExoSAP-IT kit (Affymetrix). The primers used for sequence analysis of off-target effects are shown in S2 Table. The purified PCR products were labeled using the BigDye Terminator v3.1 Cycle Sequencing Kit and the labeled DNA was purified by ethanol precipitation. The precipitate was then dissolved in Hi-Di Formamide (Applied Biosystems). DNA sequences were determined using the Applied Biosystem 3130/3130xl Genetic Analyzer (Applied Biosystems).

### Western blot analysis

Frozen tissues (approximately 0.2 g each) were homogenized using lysis buffer (10 mM Tris-HCl pH 7.4; 150 mM NaCl; 1% Triton X-100; 0.5% sodium deoxycholate; 0.1% SDS) containing a protease inhibitor cocktail (Complete EDTA-free Protease Inhibitor Cocktail, Roche Applied Science). After being mixed well, the homogenates were incubated on ice for 1 h. Thereafter, they were centrifuged at 16,000×g for 20 min at 4 °C and the supernatants were collected. The protein content in the supernatants was measured by using the DC Protein Assay Kit (Bio-Rad Laboratories, Japan) and 10 μg of protein was subjected to SDS-PAGE on a 10% acrylamide gel. Subsequently, the proteins in the gel were transferred on PVDF membranes (Hybond P; GE Healthcare, Little Chalfont, Buckinghamshire, UK) by semidry blotting. The membrane was incubated for 30 min with EzBlock Chemi (ATTO Corporation, Tokyo, Japan). The membrane was then washed with TBS buffer supplemented with 0.05% Tween 20 (TBS-T) and incubated overnight at 4 °C with the primary antibody, rabbit polyclonal anti-mouse IAH1 (1:20,000; Medical and Biological laboratories, Japan) and anti-mouse alpha-Tubulin (1:3,000; #2144; Cell Signaling Technology Inc.). Afterwards, the membrane was washed with TBS-T and then incubated with the secondary antibody, horseradish peroxidase-conjugated goat anti-rabbit IgG antibody (1:10,000; #7074; Santa Cruz Biotechnology, USA), for 1 h at 20–25°C. Finally, the membrane was washed with TBS-T and the proteins bands were detected with a West Dura Western Blot Detection kit using the ECL method (Thermo Fisher Scientific). All antibodies were diluted with Can Get Signal (TOYOBO, Tokyo, Japan).

### Measurement of serum lipids and glucose concentrations

Serum triglyceride (TG), total cholesterol (TC), HDL-cholesterol (HDL-C), phospholipid (PL), and non-esterified fatty acid (NEFA) concentrations were measured using Triglyceride-E test Kit, Cholesterol-E test Kit, HDL-Cholesterol-E test Kit, Phospholipid-C test Kit, and NEFA-C test Kit (all assay kits, respectively, which were obtained from Wako Pure Chemical Industries, Japan). Serum glucose concentrations were measured using Glucose-CII test kit (Wako Pure Chemical Industries).

### Measurement of hepatic lipids

Frozen livers (approximately 0.3 g each) were homogenized with 25 mL of chloroform-methanol (2:1) and statically extracted overnight. The organic extracts (200 μL) were dried and dissolved in isopropanol (200 μL). TG and total TC in isopropanol were measured using the Triglyceride-E test Kit and Cholesterol-E test Kit, respectively. The remaining organic extract was used for the measurement of total liver lipids as previously described by Folch *et al*. [16].

### Real-time qPCR

Total RNA from tissue was extracted using the TRI reagent (Molecular Research Center Inc.). The total RNA was treated with the TURBO DNA-free kit (Thermo Fisher Scientific) to remove DNA contamination. Then, cDNA was synthesized using the High Capacity Reverse Transcription kit (Applied Biosystems). We used a StepOne Plus Real-Time PCR System (Applied Biosystems) with the Thunderbird qPCR Mix or the Thunderbird SYBR qPCR Mix (TOYOBO, Japan) in order to measure gene expression levels. Each mRNA level was normalized to the corresponding β-actin mRNA level. TaqMan probes (TaqMan Gene Expression Assays, Mm00509467_m1; Applied Biosystems) were used to determine the mRNA level of *Iah1*. The primers used for the SYBR Green assays are shown in S3 Table.

### DNA microarray analysis in epididymal fat

Total RNA was extracted from the epididymal fat of WT_A12 and KO_A12 mice fed with a high-fat diet for 12 weeks using the TRI reagent. Then, the obtained RNA was purified using the RNeasy Mini Kit (QIAGEN). Total RNA from three mice per strain was pooled for each array. The transcripts from epididymal fat were measured using a Clariom S Mouse Array (Applied Biosystems). Raw data were normalized with the STT-RMA algorithm using the Applied Biosystems GeneChip Console Software ver.1.3.0. The microarray data have been deposited in the NCBI Gene Expression Omnibus (GEO) (GSE14750).

### Statistical analysis

All results were expressed as mean ± standard error of the mean (SEM). Student’s *t*-test was used to compare the means between WT (WT_B6 or WT_A12) and KO (KO_B6 or KO_A12) mice. Differences with a *p* < 0.05 with statistically significant.

## Results

### Iah1 KO mice on a C57BL/6N background

We constructed systemic *Iah1* KO mice (KO_B6) by using the Cre/loxP system (S1 Fig) and analyzed their phenotype. The expression of *Iah1* mRNA and IAH1 protein were not systemically detected in KO_B6 mice (S2 Fig). However, we did not observe a significant increase in total lipids and TG accumulation in the liver (Fig 1). Body weight, serum lipids concentrations, serum glucose concentrations, and liver weight did not differ between KO_B6 mice and WT_B6 mice (Table 1). Notably, the mesenteric fat weight was significantly increased in KO_B6 mice but the weight of other white adipose tissues remained unchanged between KO_B6 mice and WT_B6 mice (Table 1). Severe fatty liver in SMXA-5 mice is caused by a combination of multiple genes that are latent in the genomes of both A/J and SM/J mice. As such, systemic *Iah1*-KO mice on a C57BL/6N background might have not have led to the development of multiple gene-induced fatty liver. We also constructed *Iah1*-KO mice on A/J-12^SM^ background and analyzed their phenotype.

**Fig 1:**
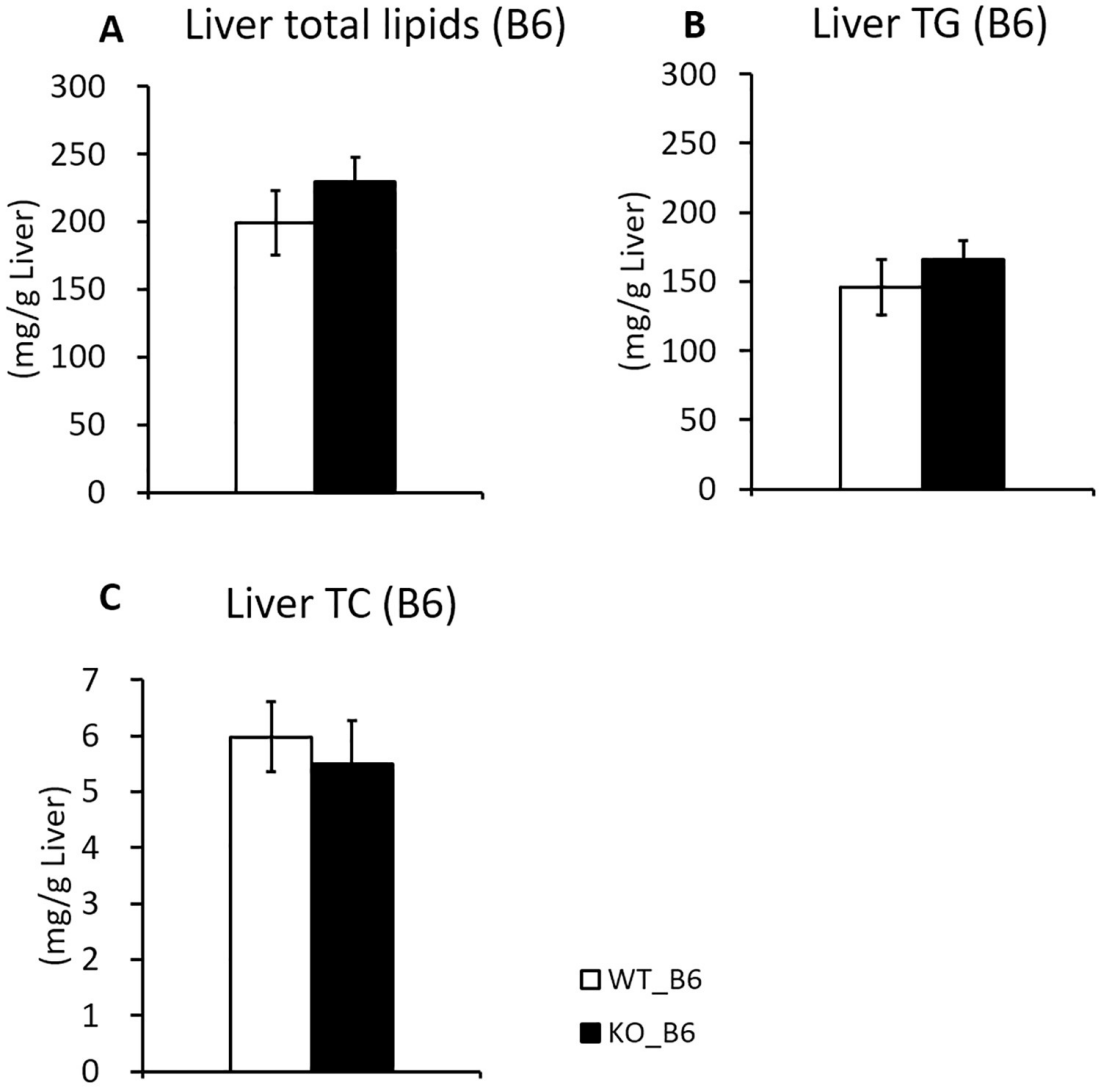
Liver TG, total lipids, and TC content of WT_B6 and KO_B6 mice. (A) Liver total lipids, (B) triglycerides, and (C) total cholesterol concentrations in WT_B6 and KO_B6 mice fed with a high-fat diet for 12 weeks. Data were expressed as mean ± SEM. WT_B6 (n = 8), KO_B6 (n = 8).

**Table 1:** Body weight, serum parameters, and tissue weight of B6-*Iah1* WT (WT_B6) and KO (KO_B6) mice fed with a high-fat diet (HFD) for 12 weeks.

	C57BL/6		
	WT_B6	KO_B6	P-value
Body weight (g)			
0 weeks of feeding with the HFD (Initial)	23.4 ± 0.7	23.2 ± 0.5	NS
12 weeks of feeding with the HFD (Final)	47.3 ± 0.6	47.8 ± 0.7	NS
Serum lipids concentration at 12 weeks of HFD			
Serum TG (mg/dL)	93 ± 5	83 ± 3	NS
Serum TC (mg/dL)	140 ± 11	141 ± 13	NS
Serum glucose (mg/dL)	210 ± 14	212 ± 22	NS
Weight of tissues (g/100 g body weight)			
Liver	4.89 ± 0.32	5.25 ± 0.35	NS
Subcutaneous fat ^a^	4.49 ± 0.20	4.77 ± 0.12	NS
Epididymal fat	3.30 ± 0.38	3.14 ± 0.26	NS
Mesenteric fat	2.94 ± 0.16	3.40 ± 0.11*	0.034
Retroperitoneal fat	1.46 ± 0.01	1.57 ± 0.05	NS

Each value is expressed as the mean ± SEM. WT_B6 (n = 8), KO_B6 (n = 8).

*p<0.05, significant difference when compared to WT_B6 by student’s *t*-test.

NS, not significant.

^a^ Subcutaneous fat was dissected between the root of the forefoot and the hind leg on the right side of the body.

### Iah1 KO mice on A/J-12^SM^ background

We constructed *Iah1*-KO mice on an A/J-12^SM^ background (KO_A12) by using the CRISPR/Cas9 system to investigate the relationship between *Iah1* and fatty liver development. The CRISPR/Cas9 system generated a 53 bp deletion that resulted in frameshift mutations leading to the formation of a premature stop codon (Fig 2A). This mutation induces nonsense-mediated decay of the mRNA transcript. The expression of *Iah1* mRNA and IAH1 protein were not detected in A/J-12^SM^ *Iah1-*KO mice (KO_A12) (Fig 2B and 2C). Regarding the predicted off-target cleavage sites, no mutations were detected by sequencing.

**Fig 2:**
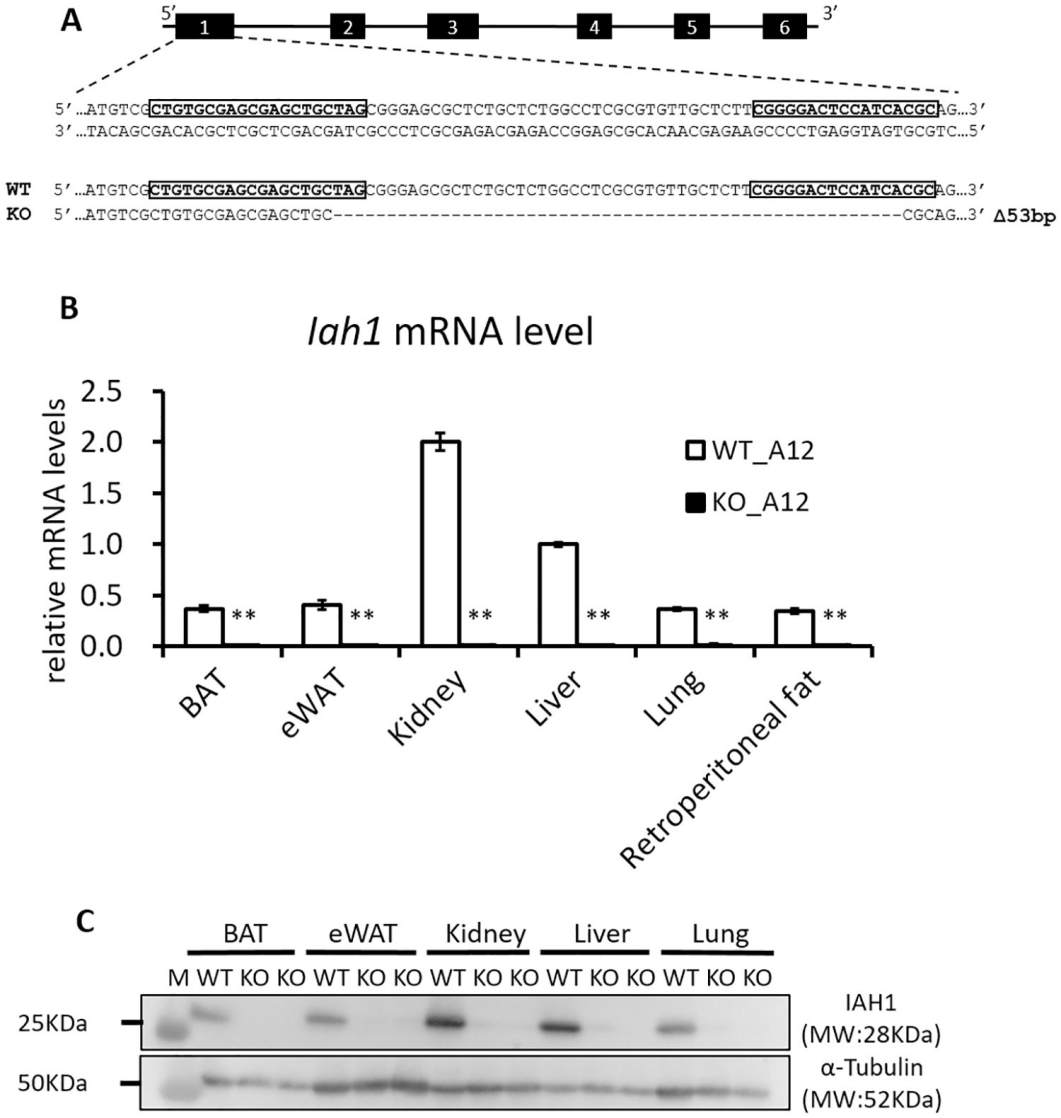
Generation of A/J-12^SM^ *Iah1* knockout (KO_A12) mice. (A) The sequence of crRNA (boxed) which targets the Cas9 nuclease to a region of exon 1 in the *Iah1* mouse gene. The mouse with a 53bp deletion and a frameshift mutation was identified. (B) Real-time qPCR analysis of *Iah1* mRNA levels in WT_A12 and KO_A12 mice. Data were expressed as mean ± SEM. WT_A12 (n = 4), KO_A12 (n = 4). **, Significantly different (*p*<0.01) when compared with WT_A12 mice by student’s *t*-test. (C) Western blot analysis of the IAH1 protein (10 μg each, 28 kDa) with α-Tubulin as a loading control in WT_A12 and KO_A12 mice. The size marker (Precision Plus Protein Standards, Bio-Rad) was loaded in lane M. Tissues were collected from WT_A12 and KO_A12 mice fed with a high-fat diet for 12 weeks. BAT, brown adipose tissue; eWAT, epididymal white adipose tissue.

Compared to WT_B6 mice (Table 1, Fig 1), WT_A12 mice showed lower final body weight, liver weight, and liver lipids concentration (Table 2, Fig 3). In contrast, the serum lipids concentrations and the white adipose tissue weights of WT_A12 mice were higher than those of WT_B6 mice (Tables 1 and 2). These results showed that WT_A12 mice were resistant to high-fat diet-induced fatty liver but not abdominal fat accumulation when compared to WT_B6 mice. Initial body weight (6 weeks of age) and final body weight (18 weeks of age) were not altered by *Iah1* deficiency on an A/J-12^SM^ background (Table 2). Moreover, the weight of the liver and white adipose tissue of KO_A12 mice did not differ from those found in WT_A12 mice (Table 2). Similarly, serum lipids concentrations and serum glucose concentrations at 12 weeks of feeding (18 weeks of age) did not differ between WT_A12 and KO_A12 mice (Table 2). We expected liver TG levels to increase in KO_A12 mice but our found that they remained unchanged between KO_A12 and WT_A12 mice (Fig 3B). Likewise, there were no significant changes in liver total lipid contents and liver TC between WT_A12 and KO_A12 mice (Fig 3A and 3C). Thus, these data indicate that *Iah1* deficiency does not alter body weight, serum lipids and serum glucose concentrations, and liver lipid contents.

**Fig 3:**
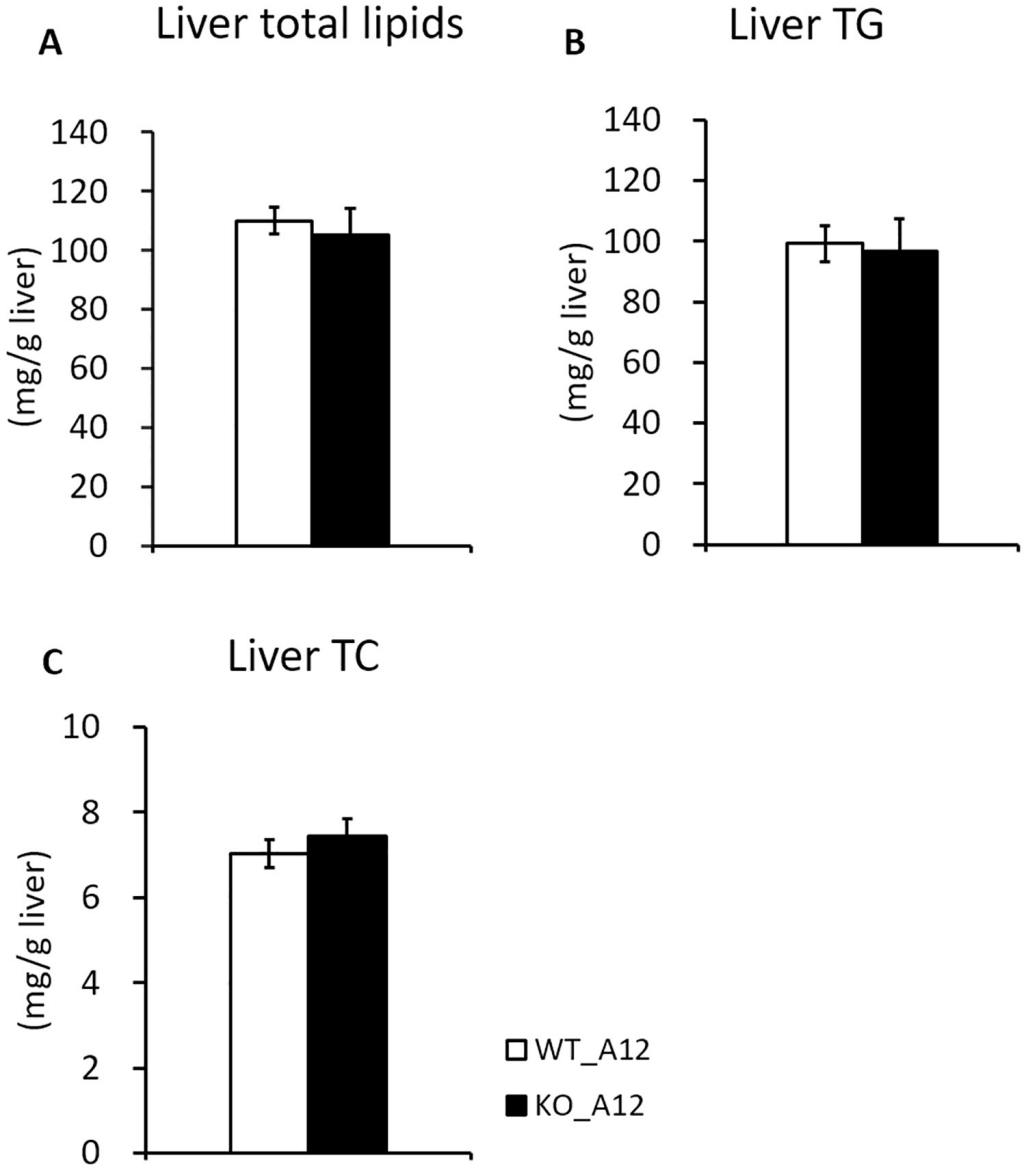
Liver TG, total lipids, and TC contents in WT_A12 and KO_A12 mice. (A) Liver total lipids, (B) triglyceride, and (C) total cholesterol concentrations in WT_A12 and KO_A12 mice fed with a high-fat diet for 12 weeks. Data were expressed as mean ± SEM. WT_A12 (n = 16), KO_A12 (n = 11).

**Table 2:** Body weight, serum parameters, and tissue weight of A/J-12^SM^ *Iah1*-WT (WT_A12) and KO (KO_A12) mice fed with a high-fat diet (HFD) for 12 weeks.

	A/J-12^SM^		
	WT_A12	KO_A12	P-value
Body weight (g)			
0 weeks of feeding with the HFD (Initial)	22.2 ± 0.8	23.7 ± 0.7	NS
12 weeks of feeding with the HFD (Final)	42.0 ± 0.7	41.0 ± 1.3	NS
Serum lipids concentrations at 12 weeks of feeding			
Serum TG (mg/dL)	120 ± 5	126 ± 6	NS
Serum TC (mg/dL)	123 ± 9	120 ± 8	NS
Serum HDL-C (mg/dL)	136 ± 5	127 ± 5	NS
Serum PL (mg/dL)	175 ± 9	167 ± 11	NS
Serum NEFA (mEq/L)	0.93 ± 0.03	0.95 ± 0.02	NS
Serum glucose (mg/dL)	189 ± 6	183 ± 12	NS
Weight of tissues (g/100 g body weight)			
Liver	3.10 ± 0.07	3.22 ± 0.08	NS
Subcutaneous fat ^a^	4.22 ± 0.08	4.33 ± 0.17	NS
Epididymal fat	6.31 ± 0.19	6.12 ± 0.28	NS
Mesenteric fat	3.24 ± 0.09	2.98 ± 0.15	NS
Retroperitoneal fat	1.61 ± 0.06	1.57 ± 0.05	NS

Each value is expressed as the mean ± SEM. WT_A12 (n = 16), KO_A12 (n = 11).

NS, not significant by student's *t*-test.

^a^ Subcutaneous fat was dissected between the root of the forefoot and the hind leg on the right side of the body.

### Iah1 deficiency does not affect lipid metabolism-related genes expression in the liver and epididymal fat

We previously analyzed the mRNA levels of lipid metabolism-related genes in Hepa1-6 cells (mouse hepatoma cell line) which overexpressed mouse *Iah1*. We found that the mRNA expression of diacylglycerol *O*-acyltransferase 2 (*Dgat2*) and Cd36 antigen (*Cd36*) were suppressed in Hepa1-6 cells which overexpressed mouse *Iah1* [6]. In this study, in addition to these genes, we also measured the mRNA levels of lipid metabolism-related genes (*Srebp1-c*, *Pparγ*, *Fasn*, and *Mtp*) in the liver and epididymal fat of KO_A12 mice. Our results showed that the mRNA levels were not significantly different between WT_A12 and KO_A12 mice (Fig 4A and 4B). Therefore, this suggests that *Iah1* deficiency does not affect the expression of these lipid metabolism-related genes in the liver and epididymal fat.

**Fig 4:**
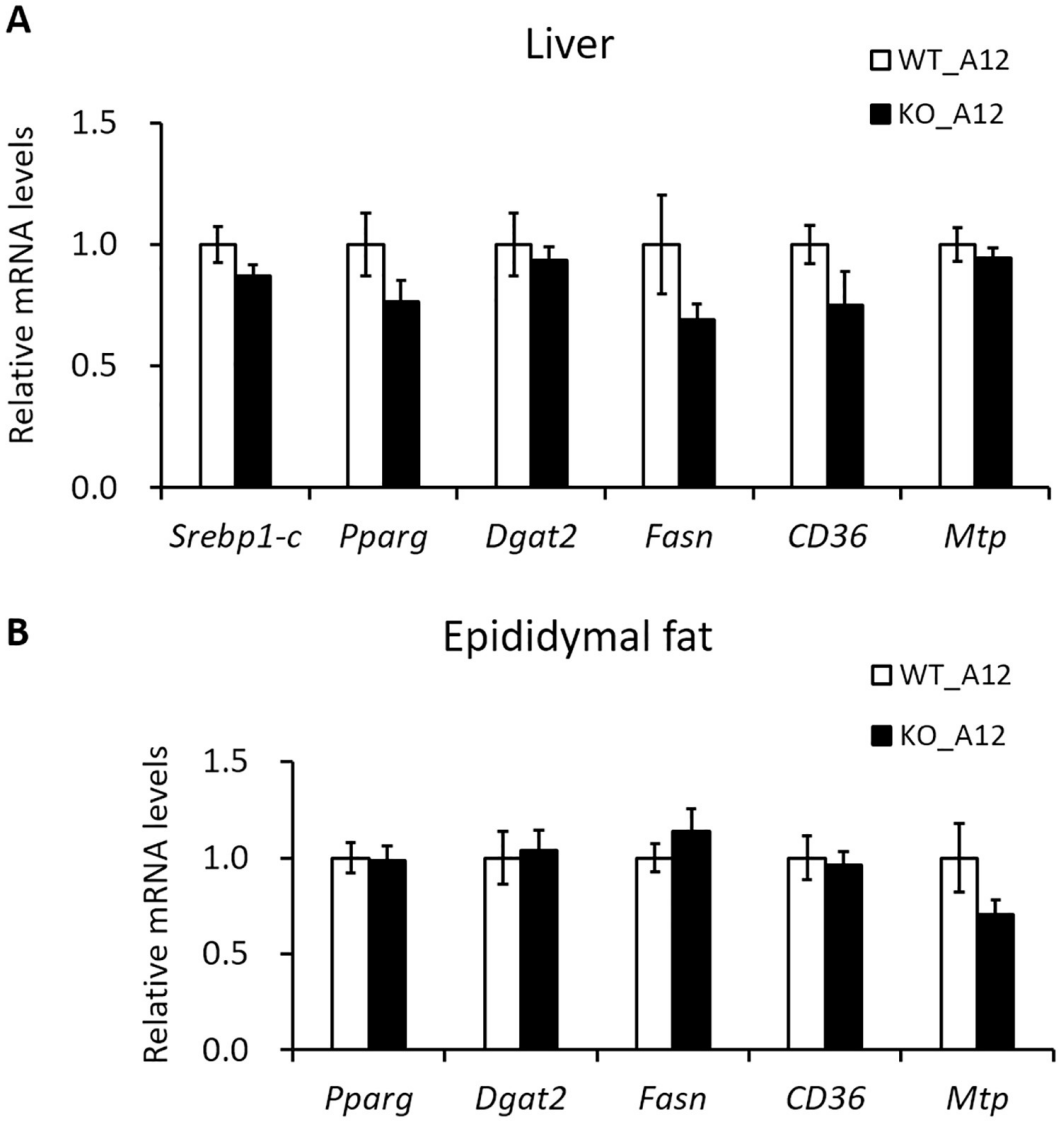
The mRNA levels of lipid metabolism-related genes in the liver and epididymal fat of WT_A12 and KO_A12 mice fed with a high-fat diet for 12 weeks. The mRNA levels were measured by real-time qPCR in the liver (A) and epididymal fat (B). Data were expressed as mean ± SEM. WT_A12 (n = 5–8), KO_A12 (n = 5–8). *Srebp1-c*, sterol regulatory element binding transcription factor 1c; *Pparγ*, peroxisome proliferator activated receptor gamma; *Dgat2*, diacylglycerol *O*-acyltransferase 2; *Fasn*, fatty acid synthase; *CD36*, Cd36 antigen; *Mtp*, microsomal triglyceride transfer protein.

### DNA microarray analysis of epididymal fat in KO_A12 mice

The kidney is the tissue where the *Iah1* gene is most abundantly expressed. The *Iah1* gene was also shown to be abundantly expressed in the liver and epididymal fat (Fig 2B and 2C). Our previous report showed that the epididymal fat weight was inversely correlated with liver weight and TG content in A/J-12^SM^-related mouse strains [7]. The adipose tissue plays an important role in storing the excessive energy as triglyceride. However, adipose tissue insulin resistance causes elevation of serum free fatty acids level by attenuating the suppression of lipolysis, leading to lipid accumulation in ectopic tissues (liver, skeletal muscle, and pancreas) [17]. Macrophage activation in adipose tissue insulin resistance is closely linked to obesity-induced NAFLD [18, 19]. In addition, adipose tissue inflammation causes reduction of lipid storage-capacity in adipose tissue and dysregulation of adipokines production [20]. Therefore, to investigate the effect of *Iah1* deficiency on adipose tissue, we performed DNA microarray analysis of epididymal fat in WT_A12 and KO_A12 mice. 

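The epididymal fat of 3 male mice per genotype, fed with the high-fat diet for 12 weeks from 6 to 18 weeks of age, was pooled into 1 RNA sample, and each pool was hybridized to 1 Clariom S Mouse Array. This array measures the transcripts of one gene with a probe set of several short oligonucleotides and gives 1 signal per probe set. In the WT_A12 pool the log2 signal of Iah1, the targeted gene, was 9.52, and in the KO_A12 pool it was 8.35, a log2 difference of -1.17. Of the 500 probe sets nearest to Iah1 in mean signal, 1.40% had a lower log2 difference. KO_A12 mice carry a 53 bp deletion in exon 1 of Iah1, and the positions of the probes relative to it are not given in the sources used here, so this signal does not test the loss of the protein. The authors normalized the raw data with the SST-RMA algorithm, a robust multi-array average with a signal space transformation, in the GeneChip Console Software 1.3.0, which gives signals on the log2 scale. The deposited values were used as they stand. After 6640 control rows were left out, 22206 probe sets remained, of which 19572 carry 1 gene symbol in the platform annotation and 2634 carry none. The median log2 signal was 6.50 on the WT_A12 array and 6.51 on the KO_A12 array, and 95% of the log2 differences lay between -0.84 and 0.86. Because each genotype is 1 pool on 1 array, the data hold no spread between mice or arrays, no difference has a replicate check and no p-value is given. Of a gene list, fixed before the data were examined, the median log2 difference is given with its percentile among the medians of 10000 random lists of the same size matched on mean signal, which describes these 2 arrays only. The signals of the genes in S4 and S5 Tables had been seen when the lists were written.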

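The transcripts with the largest differences in the KO_A12 pool encode secreted proteins of the liver and of the seminal vesicle, a gland that lies beside the epididymal fat. The log2 signal of Alb, the gene of serum albumin, was 8.22 in the WT_A12 pool and 15.99 in the KO_A12 pool, and that of Ttr, which encodes a carrier of thyroid hormone and retinol in plasma, was 4.69 and 10.47. All 27 measured liver plasma proteins were higher in the KO_A12 pool and 13 of them passed both cutoffs. Their median log2 difference was 1.35, above all medians of the random lists (percentile 100.00), and their mean was 2.29. The 15 with a signal over 7 had a median of 3.66, but genes such as Ttr and Fgg pass this filter only through the KO_A12 array. The 14 outside S4 Table, which holds the largest differences, had a median of 0.96 (percentile 100.00). Of 26 measured hepatocyte enzymes and transporters, 25 were higher, with a median of 1.20 (percentile 100.00). Hpd, an enzyme of tyrosine breakdown, had log2 signals of 5.08 and 8.24, and Slc2a2, the glucose transporter of hepatocytes, of 5.04 and 7.14. The 8 measured major urinary proteins, pheromone carriers made in the liver, had a median of 5.15 (percentile 100.00), with 7.49 for Mup2 and 7.17 for Mup19. These genes are nearly identical in sequence and may share signal, so single members are uncertain. All 10 measured seminal vesicle secretory proteins passed both cutoffs, with a median of 5.13 (percentile 100.00). S4 Table holds all 10, and 7 of the 8 major urinary proteins. Its signals had been seen when the lists were written, so the percentiles of these 2 lists are not independent evidence. The log2 signal of Svs5 was 4.25 in the WT_A12 pool and 12.25 in the KO_A12 pool, and that of Svs2 was 5.01 and 12.96. Among 18 epididymis genes 13 were higher (median 0.51, percentile 99.99), and Gpx5, a glutathione peroxidase of the epididymis with signals of 4.53 and 7.44, was the only one with a signal over 7 on either array. Among 15 kidney genes 11 were higher (median 0.46, percentile 99.93), with signals of 4.51 and 8.36 for Kap, an androgen-regulated kidney protein. Only 2 kidney genes had a signal over 7 on either array, and the other, Nphs1, had signals of 8.91 and 8.86. The median signal of the background controls was 5.75 on the WT_A12 array, so that the size of a difference from a WT_A12 signal near or under it is uncertain. With a log2 difference over 1 and a KO_A12 log2 signal over 7, 126 probe sets were higher in the KO_A12 pool. S4 Table was chosen on these samples, so the called members of a list are not independent evidence of its direction, and the count was 48 when the signal had to exceed 7 on both arrays and 58 at 3-fold.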

We identified 126 upregulated genes (> 2.0 fold and signal strength of > 128) in KO_A12 mice when compared with WT_A12 mice (S4 Table). Moreover, 167 downregulated genes (< 0.5 fold and signal strength of > 128) were identified in KO_A12 mice when compared with WT_A12 mice (S5 Table). Of these genes, we selected sixty genes which were known to be associated with glucose or lipid metabolism and were expressed in white adipose tissue. 

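Most measured macrophage and connective tissue genes had a lower signal in the KO_A12 pool. Of 19 measured macrophage genes 18 were lower, with a median log2 difference of -0.67 (percentile 0.00 among the random lists). Itgb2, the beta 2 integrin of leukocytes, had log2 signals of 10.47 and 8.92 in the WT_A12 and KO_A12 pools. Of 14 genes of lipid-associated macrophages, 12 were lower and 6 passed both cutoffs (median -0.87, percentile 0.00), and the 8 that S5 Table does not list had a median of -0.53 (percentile 0.00). Among them Gpnmb had a log2 difference of -1.60, Trem2, a lipid-sensing receptor of myeloid cells, of -1.27 and Tyrobp, its adaptor, of -1.22. The 19 lysosome genes, 4 of which are also in that list, had a median of -0.27 (percentile 0.02) and a mean of -0.44, with -1.02 for Lipa, the lysosomal acid lipase. Of 15 fibroblast and adipose progenitor genes 14 were lower (median -0.42, percentile 0.01), and of 30 extracellular matrix genes 22 were lower (median -0.45, percentile 0.00). The log2 signal of Lum, the matrix proteoglycan lumican, was 15.17 in the WT_A12 pool and 13.87 in the KO_A12 pool, and that of Fn1, fibronectin, was 15.94 and 14.91. Of 20 interferon response genes 15 were lower (median -0.32, percentile 0.24), among them the GTPases Iigp1 at -1.17 and Irgm1 at -1.15. Of 22 testis germ cell genes 21 were lower (median -1.11, percentile 0.00), among them Prm2, a protamine of sperm chromatin, with signals of 8.76 and 6.09. Most of these signals were weak, with medians of 6.00 and 4.75 and only 6 genes over 7 on either array. Prm1 at -0.68 and Acr at -0.33, both over 7 on both arrays, moved less. Ucp1, the uncoupling protein of thermogenic adipocytes, had signals of 7.47 and 4.78, the latter under the median of the background controls, 5.61 on the KO_A12 array. Other cell types did not share this direction, since the 19 white adipocyte genes had a median of 0.02 (percentile 55.04), and 14 of 15 endothelium genes (median 0.34, percentile 100.00) and 11 of 13 mesothelium genes (median 0.55, percentile 100.00) were higher. With a log2 difference under -1 and a WT_A12 log2 signal over 7, 168 probe sets were lower in the KO_A12 pool, and 17 at 3-fold. S5 Table was chosen on these samples, and without its genes the fibroblast and adipose progenitor list had a median of -0.19 (percentile 3.45), inside the central 95% of random lists.

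**Figure D1:**
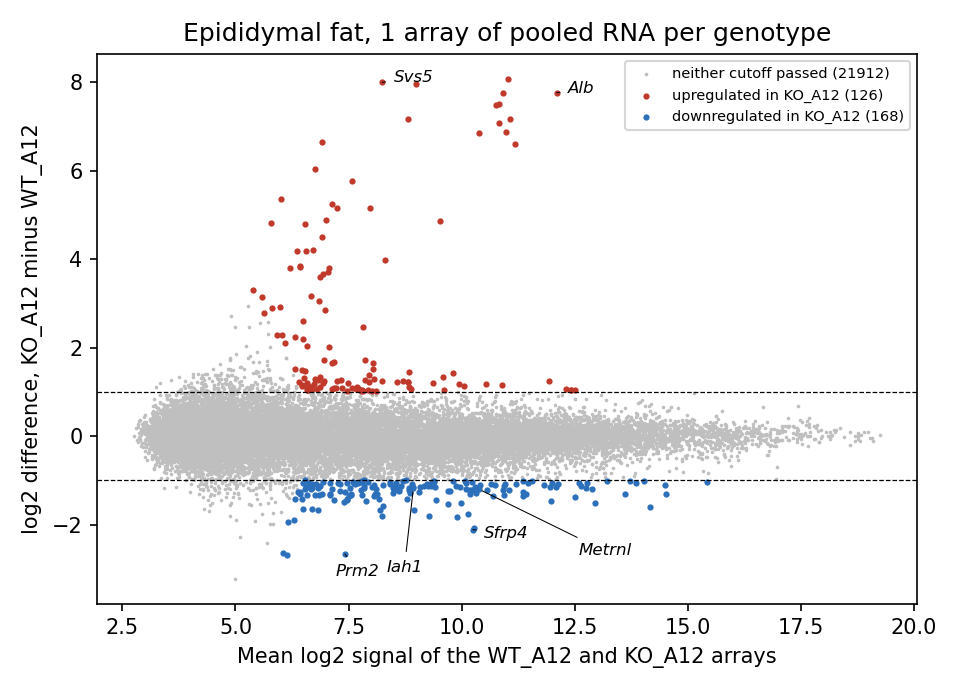
The log2 difference between the KO_A12 and WT_A12 arrays (vertical axis) is plotted against the mean log2 signal of both arrays (horizontal axis), with 1 point per probe set and dashed lines at log2 differences of 1 and -1. Svs5 at 8.00 and Alb at 7.76 are among the highest of the 126 probe sets higher in KO_A12, and Prm2 at -2.67 is one of the 168 lower ones.

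**Figure D2:**
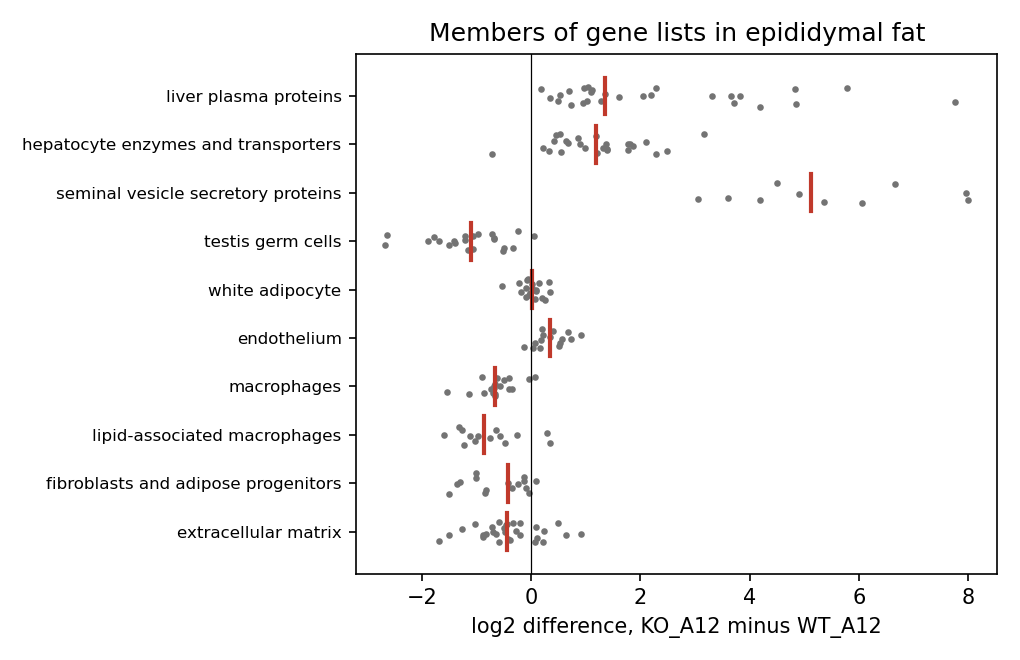
Each point is the log2 difference, KO_A12 minus WT_A12, of 1 measured gene of a list, and the red bar is the median of the list. Liver and seminal vesicle genes lie to the right of 0, apart from 1 hepatocyte gene at -0.72, testis, macrophage, fibroblast and matrix genes mostly to the left, and white adipocyte genes around 0.02.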

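The 60 genes marked in S4 and S5 Tables as related to glucose or lipid metabolism comprise 34 that were higher and 26 that were lower in the KO_A12 pool, and their signals were found among the called probe sets in all 60 cases. Of the 34 higher genes, 11 are major urinary proteins and 6 are apolipoproteins, by the symbols of S4 Table. Apolipoprotein A1, Apoa1, had log2 signals of 4.47 in the WT_A12 pool and 8.66 in the KO_A12 pool. The 26 lower genes include Ucp1, Gpnmb, Lipa and Nceh1, a cholesterol ester hydrolase of macrophages with a log2 difference of -1.20. Iah1 itself is marked among the lower genes. Lists of lipid metabolism moved little as a whole. The 14 genes of fatty acid and triglyceride synthesis had a median of 0.02 (percentile 65.92), the 17 genes of lipolysis and fatty acid oxidation of -0.06 (percentile 28.57), the 11 genes of lipid uptake and transport of -0.07 (percentile 20.43), and the 16 genes of cholesterol synthesis of 0.09 (percentile 91.66), with a mean of -0.0037.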

The mRNA levels of upregulated genes (*Mup1*, *AldoB*, *Ces1c*, *Pemt*, *Angpt4*, and *Prkd1*) and downregulated genes (*Sfrp4*, *Il1rn*, *Cidea*, *Pdk4*, *Egr2*, *Metrnl*, *Atf3*, *Fbn1*, and *Ptafr*) in the epididymal fat of KO_A12 mice were measured via real-time qPCR (S4 and S5 Tables). 

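Among the genes chosen from the higher ones, Mup1 had log2 signals of 7.03 in the WT_A12 pool and 14.78 in the KO_A12 pool, a log2 difference of 7.75. Ces1c, a carboxylesterase secreted by the liver, had 4.36 and 7.26. Smaller log2 differences were found for Pemt, a phosphatidylcholine-forming enzyme, at 1.19, Angpt4 at 1.16 and Prkd1 at 1.07. Pemt has 5 probe sets, and on the other 4 its log2 difference was -0.08, 0.11, 0.38 and 0.50. Of the 9 genes chosen from the lower ones, Sfrp4 had the lowest log2 difference, -2.12 (signals of 11.31 and 9.19), followed by Il1rn, the interleukin 1 receptor antagonist, at -2.08. Cidea, a lipid droplet protein, was at -1.42 and Pdk4, a kinase that shuts down pyruvate oxidation, at -1.38. Egr2 and Atf3, transcription factors induced by stimuli, were at -1.25 and -1.17. Metrnl was at -1.20 (signals of 10.97 and 9.78), Fbn1, which encodes fibrillin 1 of the matrix, at -1.07 and Ptafr, the receptor of platelet-activating factor, at -1.05. The probe sets of Mup1 and Fbn1 have no symbol in the platform annotation used here and were named by their signals in S4 and S5 Tables.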

Secreted frizzled-related protein 4 (*Sfrp4*) mRNA levels in epididymal fat were found to be significantly decreased in KO_A12 mice (Fig 5B). Moreover, Meteorin like, glial cell differentiation regulator (*Metrnl*) mRNA levels tended to be slightly decreased in KO_A12 mice when compared to WT_A12 mice (*p* = 0.05) (Fig 5B). The changes in gene expression for the other analyzed genes were not confirmed by real-time qPCR. Therefore, we also measured *Sfrp4* and *Metrnl* mRNA levels in the retroperitoneal adipose tissue, which is a type of visceral white adipose tissue. Although *Metrnl* mRNA levels tended to be slightly decreased in KO_A12 mice (*p* = 0.05), there were no significant changes in *Sfrp4* mRNA levels in the retroperitoneal adipose tissue (Fig 5C). These results indicated that *Iah1* deficiency in visceral white adipose tissue (including epididymal and retroperitoneal fat) decreased *Sfrp4* and *Metrnl* gene expression. Decreased *Sfrp4* mRNA levels may to a decrease in the mRNA levels of downstream genes (*Pparγ* and *C/EBPα*) and increase *β-catenin* mRNA levels. However, significant differences in the expression of these genes were not observed (Fig 6).

**Fig 5:**
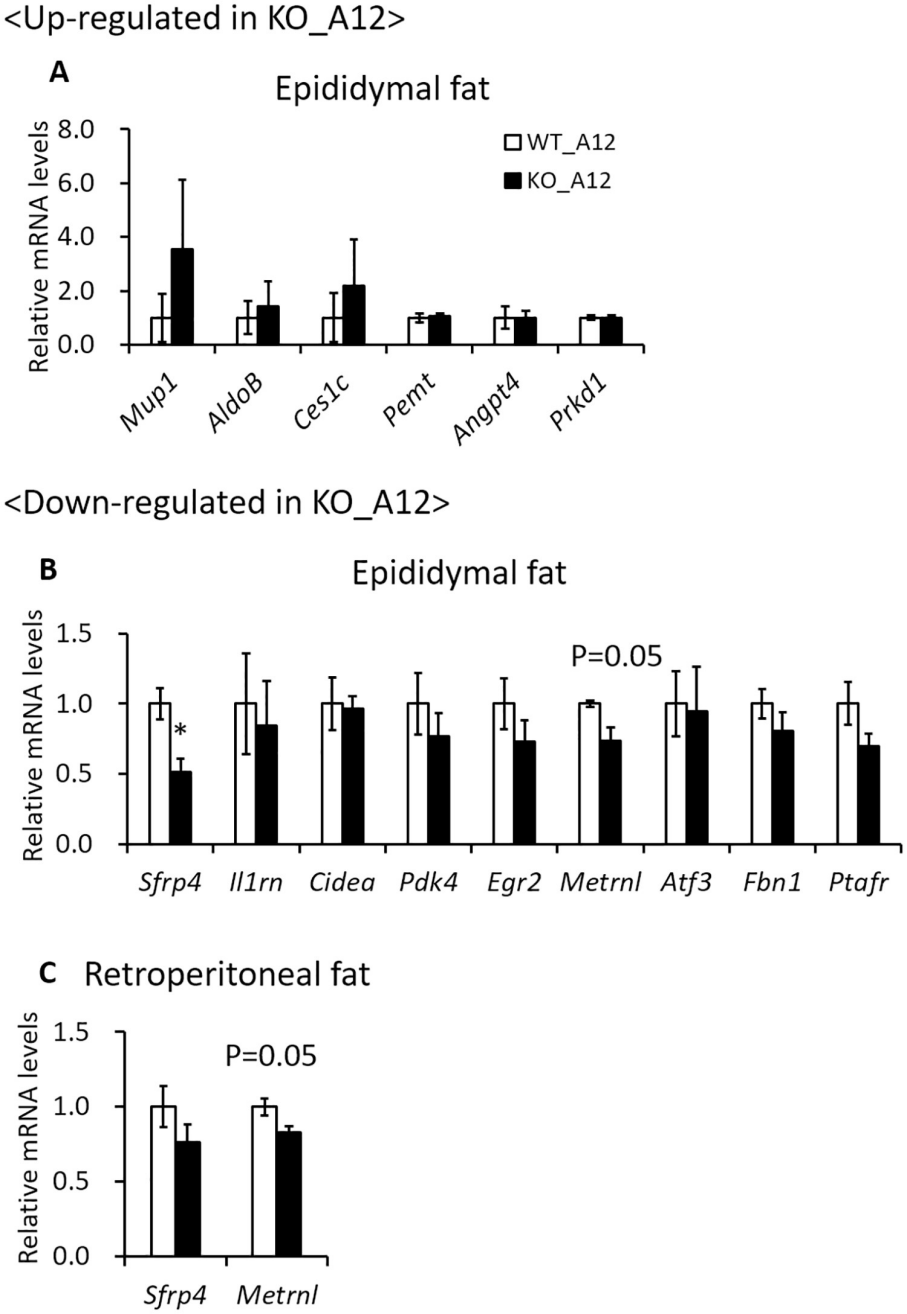
The mRNA levels of genes selected via DNA microarray analysis of epididymal fat in the epididymal and retroperitoneal fat of WT_A12 and KO_A12 mice fed with a high-fat diet for 12 weeks. The mRNA levels of upregulated or downregulated genes were measured by real-time qPCR in epididymal fat (A, B) and retroperitoneal fat (C). Data were expressed as mean ± SEM. WT_A12 (n = 5–8), KO_A12 (n = 5–8). *, Significantly different (*p* < 0.05) by student’s *t*-test when compared to the WT_A12 group. The P-value was calculated using the student’s *t*-test versus the WT_A12 group. *Mup1*, major urinary protein 1; *AldoB*, aldolase B, fructose-bisphosphate; *Ces1c*, carboxylesterase 1C; *Pemt*, phosphatidylethanolamine N-methyltransferase; *Angpt4*, angiopoietin 4; *Prkd1*, protein kinase D1; *Sfrp4*, secreted frizzled-related protein 4; *Il1rn*, interleukin 1 receptor antagonist; *Cidea*, cell death-inducing DNA fragmentation factor, alpha subunit-like effector A; *Pdk4*, pyruvate dehydrogenase kinase; *Egr2*, early growth response 2; *Metrnl*, meteorin, glial cell differentiation regulator-like; *Atf3*, activating transcription factor 3; *Fbn1*, fibrillin 1; *Ptafr*, platelet-activating factor receptor.

**Fig 6:**
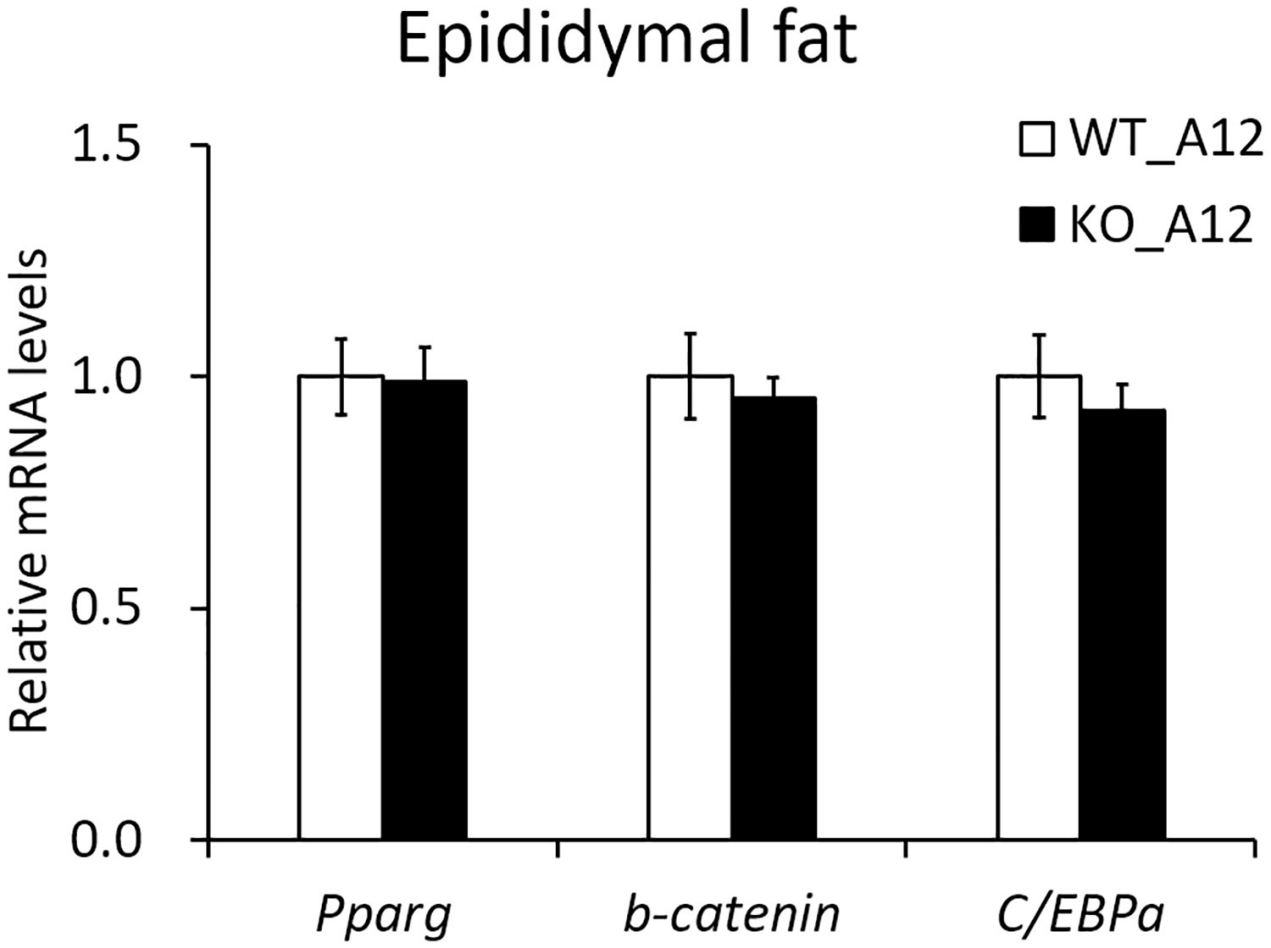
The mRNA levels of *Sfrp4*-downstream genes in the epididymal fat of WT_A12 and KO_A12 mice fed with a high-fat diet for 12 weeks. The mRNA levels of *Pparγ*, *β-catenin*, and *C/EBPα* in epididymal fat were measured by real-time qPCR. Data were expressed as mean ± SEM. WT_A12 (n = 5–8), KO_A12 (n = 5–8). *Pparγ*, peroxisome proliferator activated receptor gamma; *C/EBPα*, CCAAT/enhancer-binding protein alpha.

## Discussion

In this study, we focused on *Iah1* gene as the most likely candidate gene for *Fl1sa*, a QTL for fatty liver on chromosome 12 identified in the high-fat diet-induced fatty liver model mouse, SMXA-5 [6]. Therefore, in order to investigate the relationship between *Iah1* and fatty liver *in vivo*, we analyzed the phenotype of *Iah1*-KO mice established on two different backgrounds (C57BL/6N and A/J-12^SM^).

KO_B6 mice were systemically deficient in *Iah1* mRNA and IAH1 protein, and *Iah1* gene deficiency did not lead to embryonic death. Moreover, we did not observe a significantly higher TG accumulation in KO_B6 mice when compared with WT_B6 mice, both of which were fed with a high-fat diet for 12 weeks. A previous study has reported that C57BL/6J mice, which is one of the C57BL/6-derived substrains, are more likely to develop severe obesity and type 2 diabetes than A/J mice fed with a high-fat diet [21]. Therefore, we thought that the effect of *Iah1* deficiency on fatty liver development might be masked in the C57BL/6N background. As such, we created *Iah1*-KO mice on an A/J-12^SM^ background using the CRISPR/Cas9 system. We previously reported that liver TG accumulation in A/J-12^SM^ mice which had the SM/J allele on *Fl1sa* was suppressed when compared with A/J mice [5]. We expected that *Iah1* deficiency on an A/J-12^SM^ background would significantly induce fatty liver development. However, liver TG accumulation in KO_A12 mice did not differ from that in WT_A12 (A/J-12^SM^) mice (Fig 3). Altogether, the abovementioned data demonstrated that *Iah1* is not a gene responsible for *Fl1sa*.

Reduction of lipid storage-capacity and dysregulation of secretion adipokines in adipose tissue are involved in the development of fatty liver [17, 20]. Therefore, we performed DNA microarray analysis of epididymal fat in *Iah1* deficiency on an A/J-12^SM^ background, and the data showed that *Iah1* deficiency *in vivo* might decrease adipokines (*Sfrp4* and *Metrnl*) gene expression in epididymal fat (Fig 5). 

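Among 20 measured adipokine genes, 11 were lower and 9 higher in the KO_A12 pool, with a median log2 difference of -0.07 (percentile 20.70 among the random lists) and a mean of -0.22, outside the central 95% of random lists (percentile 0.90), and the 17 that S5 Table does not list had a median of 0.0094. The only ones to pass both cutoffs were Sfrp4, Metrnl and Fst, the gene of follistatin, whose log2 signal was 7.74 in the WT_A12 pool and 6.43 in the KO_A12 pool. Of the 5 secreted frizzled-related proteins, Sfrp4 was lower and Sfrp5 was at -0.07, while Sfrp1 was at 0.37, Sfrp2 at 0.69 and Frzb at 0.83, so that the family's median was 0.37 (percentile 99.42) and its mean -0.059. The 11 measured targets of Wnt/beta-catenin signaling had a median of 0.00 (percentile 53.45), with -0.26 for Axin2 and 0.39 for Apcdd1. Only 5 of these targets had a signal over 7 on either array, with a median of -0.01 (percentile 58.33). The list's median WT_A12 signal was 5.87, against 5.75 for the background controls, so its weak members may not show a change. The paper takes Sfrp4, Metrnl and other called genes from these array differences to real-time qPCR (Fig 5). In epididymal fat it reports a significant decrease for Sfrp4 and a slight downward tendency for Metrnl. The array differences of its other genes were not borne out. In retroperitoneal fat Metrnl again tended to be lower, while Sfrp4 did not change significantly. From these results the paper proposes that Iah1 deficiency might lower the expression of both adipokine genes.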

*Sfrp4* is an adipokine and a member of the *Sfrp* family of proteins, which regulate the activity of the Wingless-type (Wnt) signaling pathway. *Sfrp4* inhibits Wnt from binding to the Frizzled receptor and leads to β-catenin degradation. Wnt signaling maintains preadipocytes in an undifferentiated state by suppressing the expression of adipogenic transcription factors (*C/EBPα* and *Pparγ*) [22]. Horbelt *et al*. reported that *Sfrp4* mRNA levels were high in the visceral adipose tissue of obese or type 2 diabetes patients and that *Sfrp4* promotes *de novo* lipogenesis in mice hepatocytes [23]. These results suggest that a decrease in adipokine *Sfrp4* levels in the epididymal fat of KO_A12 mice activates the Wnt signaling pathway and leads to inhibition of lipid synthesis in the liver. However, in the epididymal fat of KO_A12 mice, the expression of *Sfrp4* downstream genes (*β-catenin*, *C/EBPα*, and *Pparγ*) remained unchanged (Fig 6). *Metrnl* (also known as *Subfatin* and *Cometin*) promotes differentiation of adipocytes by increasing the expression of lipid metabolism genes [24]. *Metrnl* adipocyte-specific KO mice under a high-fat diet showed insulin resistance [24]. Moreover, an increase in circulating levels of *Metrnl* in mice by intravenous injections of adenoviral vectors stimulates thermogenesis in beige fat and improves glucose tolerance [25]. However, the present study did not confirm the changes of *Sfrp4* and *Metrnl* protein levels in adipose tissue and serum.

As *Iah1* is not a gene responsible for *Fl1sa*, we take into consideration another candidate gene, namely, *Lpin1* (encoding the Lipin1 protein) which is located at 16.7 Mb on mouse chromosome 12. *Lipin1* was identified as a mutated gene in the fatty liver dystrophy (*fld*) mouse [26]. The mutated *lipin1* gene was shown to impair adipose tissue development, which led to fatty liver development. Phan and Reue reported that modulation of *lipin1* expression levels leads to dramatic alterations in adiposity [27]. Therefore, it is necessary to analyze other candidate genes for *Fl1sa*, including *Lipin1*, to elucidate the mechanism of fatty liver development in SMXA-5 mice.

## Conclusions

In this study, to clarify the relationship between the *Iah1* gene (most likely candidate gene for *Fl1sa*) and fatty liver *in vivo*, we constructed *Iah1*-KO mice on two different genetic backgrounds (C57BL/6N and A/J-12^SM^). Data from both types of *Iah1*-KO mice (KO_B6 and KO_A12) demonstrated that the absence of the *Iah1* gene did not affect lipid accumulation in the liver. We conclude that the *Iah1* gene is not a gene responsible for *Fl1sa*.

## Supporting information

S1 Fig Generation of C57BL/6 *Iah1* knockout (KO_B6) mice. (A) The scheme of KO_B6 mice generation by using the Cre-loxP system. Figure modified from Skarnes *et al*. [11] and EUCOMM (http://www.mousephenotype.org/about-ikmc/eucomm). The tm1a mice (C57BL/6NTac genetic background) have a heterozygous knockout-first allele with the loxP sites and Frt sites. The CAG-Cre transgenic mice (C57BL/6NCrSlc genetic background) show constitutive expression of the Cre recombinase gene under the control of the CAG promoter. The tm1b mice have the genome construct of *Iah1* which has exon 3 and 4 deleted. (B) Breeding scheme of KO_B6 mice.
(PDF)

S2 Fig Expression levels of *Iah1* mRNA and IAH1 protein in KO_B6 mice. (A) Real-time qPCR analysis of *Iah1* mRNA levels in WT_B6 and KO_B6 mice. Data were expressed as mean ± SEM. (n = 4–7, **p<0.01 versus B6_WT mice by student’s *t*-test). The mRNA levels were measured by real-time qPCR. (B) Western blot analysis of the IAH1 protein (28 kDa) with α-tubulin as a loading control in WT_B6 and KO_B6 mice. The size marker (Precision Plus Protein Standards, Bio-Rad) was loaded into lane M. Tissues were collected from WT_B6 and KO_B6 mice fed with a high-fat diet for 12 weeks. BAT, brown adipose tissue; eWAT, epididymal white adipose tissue.
(PDF)

S1 Table Sequences of primers used for genotyping of WT_B6 and KO_B6 mice.

S2 Table The off-target candidate sites ranked by MIT off-target score (>0.45) and the sequences of primers used for sequence analysis.

S3 Table Sequences of primers used for real-time qPCR.

S4 Table Upregulated genes in the epididymal fat of A/J-12^SM^ *Iah1*-KO (KO_A12) mice.

S5 Table Downregulated genes in the epididymal fat of A/J-12^SM^ *Iah1*-KO (KO_A12) mice.

S1 Raw images

S2 Raw images

# Supplementary material for: Ablation of Iah1, a candidate gene for diet-induced fatty liver, does not affect liver lipid accumulation in mice
**Source:** PLoS One. 2020 May 14;15(5):e0233087. doi: 10.1371/journal.pone.0233087
**Supplement:** S1 Table

**S1 Table**

**Sequences of primers used for genotyping of WT_B6 and KO_B6 mice.**

| Sequence name | Primer sequence | |
| --- | --- | --- |
| Iah1-WT | Forward:  Reverse: | CGTTGCTGGCTGACAGACTA  AGATTGTAACGGCCACTGGG |
| tm1a | Forward:  Reverse: | ATCCGGGGGTACCGCGTCGAG  ACTGATGGCGAGCTCAGACC |
| tm1b | Forward:  Reverse: | CGGTCGCTACCATTACCAGT  ACTGATGGCGAGCTCAGACC |
| LacZ | Forward:  Reverse: | ATCACGACGCGCTGTATC  ACATCGGGCAAATAATATCG |
| CAG-Cre | Forward:  Reverse: | CCTACAGCTCCTGGGCAACGTGC  CTAATCGCCATCTTCCAGCAGG |
| FLP | Forward:  Reverse: | CCTACAGCTCCTGGGCAACGTGC  CTGCTTCTTCCGATGATTCG |

# Supplementary material for: Ablation of Iah1, a candidate gene for diet-induced fatty liver, does not affect liver lipid accumulation in mice
**Source:** PLoS One. 2020 May 14;15(5):e0233087. doi: 10.1371/journal.pone.0233087
**Supplement:** S2 Table

**S2 Table**

**The off-target candidate sites ranked by MIT off-target score (>0.45) and the sequences of primers used for sequence analysis.**

crRNA1

| off-target sequence | MIT Off-target Score | location | primer | |
| --- | --- | --- | --- | --- |
| CTGTCTGAGCCAGCTGCTAGGGG | 0.854 | intron:Kcnt2 | Forward: | ACCAGCCCTAGCACATCAAG |
|  |  |  | Reverse: | CAAGAGATGCAGCGATTGAA |
| GTGGGGGAGGGAGCTGCTAGTGG | 0.797 | intron:Ctdspl | Forward: | TTGAAAGCAGGCGGAGTAGA |
|  |  |  | Reverse: | GCCGTGTTCTGCTTTGTGTA |
| TTGTGAGAAGGAGCTGCTAGTGG | 0.487 | intergenic:Cacng7-Cacng8 | Forward: | AGCCTCCAAACAGTGACTCA |
|  |  |  | Reverse: | ATTCCTTCAGACACTGCCCA |
| CTGGCTGAGCAAGCTGCTAGGGG | 0.458 | intergenic:Tbc1d22a-Gm23416 | Forward: | TGATTCTGTGAGGTGCCATC |
|  |  |  | Reverse: | TCCCTTGTTTGTGCTGTCTT |
| CTGGTGGAGCTAGCTGCTAGAGG | 0.458 | intergenic:Gm24462-C230034O21Rik | Forward: | GGCTTTATCATGGAGTGGTCA |
|  |  |  | Reverse: | AGAGACCAGTTTCAAGCACCA |

crRNA2

| off-target sequence | MIT Off-target Score | location | primer | |
| --- | --- | --- | --- | --- |
| TGTCTGGGACCCCATCACGCTGG | 0.794 | exon:Pxn | Forward: | CCAAAGGATGAGATGGGAGC |
|  |  |  | Reverse: | CTCCAGATACCCCGACCTC |
| CTTGGGCCGCTCCATCACGCAGG | 0.545 | intergenic:Fam155a-Gm10217 | Forward: | GGAGACCAGGCATTTTATGG |
|  |  |  | Reverse: | ATCTCTTCCGAGGCTCAAGG |
| TGTCCGGGACTCCATCACGCCGA | 0.485 | intron:2010107E04Rik | Forward: | CCTGGACAACTTCTGTGAGGA |
|  |  |  | Reverse: | CTGGGCTTTTTGCTGTGTTC |
| CTTGTGGGAATCCATCACTCAGG | 0.459 | intergenic:Pard3-mmu-mir-21c | Forward: | TTCACCCTCCAGAAAGACCC |
|  |  |  | Reverse: | TCTAAAGCAGCCACACCAGA |

# Supplementary material for: Ablation of Iah1, a candidate gene for diet-induced fatty liver, does not affect liver lipid accumulation in mice
**Source:** PLoS One. 2020 May 14;15(5):e0233087. doi: 10.1371/journal.pone.0233087
**Supplement:** S3 Table

**S3 Table**

**Sequences of primers used for real-time qPCR.**

# Supplementary material for: Ablation of Iah1, a candidate gene for diet-induced fatty liver, does not affect liver lipid accumulation in mice
**Source:** PLoS One. 2020 May 14;15(5):e0233087. doi: 10.1371/journal.pone.0233087
**Supplement:** S4 Table

**S4 Table. Upregulated genes in the epididymal fat of A/J-12^SM^ *Iah1*-KO (KO_A12) mice.**

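S4 Table gives 1 line per probe set with its signals on the WT_A12 and KO_A12 arrays on the log2 scale, so that a fold value of 1 stands for a 2-fold difference in signal. All 126 lines were found among the deposited signals within 0.005, 122 of them at 1 probe set and 4 at more than 1. The signal cutoff of 7 on the log2 scale is met by the KO_A12 array in all lines and need not be met by the WT_A12 array, where Svs4, for example, had a signal of 3.73.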

Up-regulated (>2.0-fold, signal>2^7^) genes were identified from a DNA microarray analysis of epididymal fat between WT_A12 and KO_A12 mice fed the high-fat diet for 12 weeks. The number of signal and fold was the base two logarithm. *Known as the glucose or lipid metabolism-related genes. Gray background genes were measured these mRNA levels by real time qPCR.

^a^Fold change was calculated by the gene signal in KO_A12 relative to that in WT_A12 mice.

^b^Chr, chromosome.

# Supplementary material for: Ablation of Iah1, a candidate gene for diet-induced fatty liver, does not affect liver lipid accumulation in mice
**Source:** PLoS One. 2020 May 14;15(5):e0233087. doi: 10.1371/journal.pone.0233087
**Supplement:** S5 Table

**S5 Table. Downregulated genes in the epididymal fat of A/J-12^SM^ *Iah1*-KO (KO_A12) mice.**

Down-regulated (>0.5-fold, signal>2^7^) genes were identified from a DNA microarray analysis of epididymal fat between WT_A12 and KO_A12 mice fed the high-fat diet for 12 weeks. The number of signal and fold was the base two logarithm. *Known as the glucose or lipid metabolism-related genes. Gray background genes were measured these mRNA levels by real time qPCR.

^a^Fold change was calculated by the gene signal in KO_A12 relative to that in WT_A12 mice.

^b^Chr, chromosome.

# Supplementary material for: Ablation of Iah1, a candidate gene for diet-induced fatty liver, does not affect liver lipid accumulation in mice
**Source:** PLoS One. 2020 May 14;15(5):e0233087. doi: 10.1371/journal.pone.0233087

	BAT				eWAT				Kidney				Liver				Lung			
	M	WT	KO	KO	WT	KO	KO	KO	WT	KO	KO	KO	WT	KO	KO	KO	WT	KO	KO	

IAH1

75kDa —
50kDa —
37kDa —
25kDa —
20kDa —
15kDa —

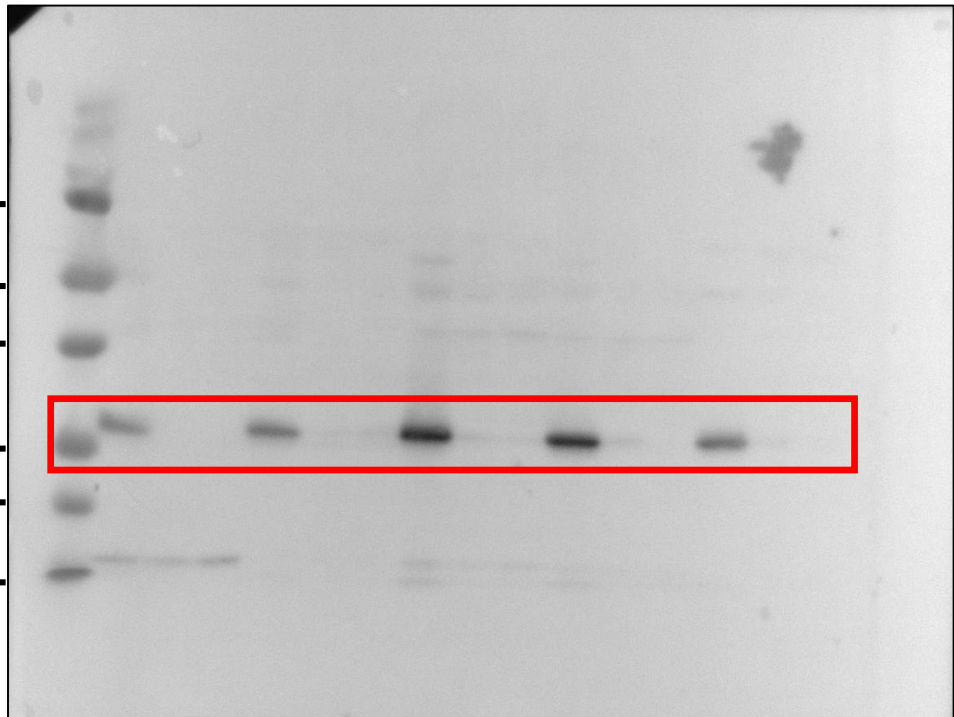

α -Tubulin

75kDa —
50kDa —
37kDa —
25kDa —
20kDa —
15kDa —

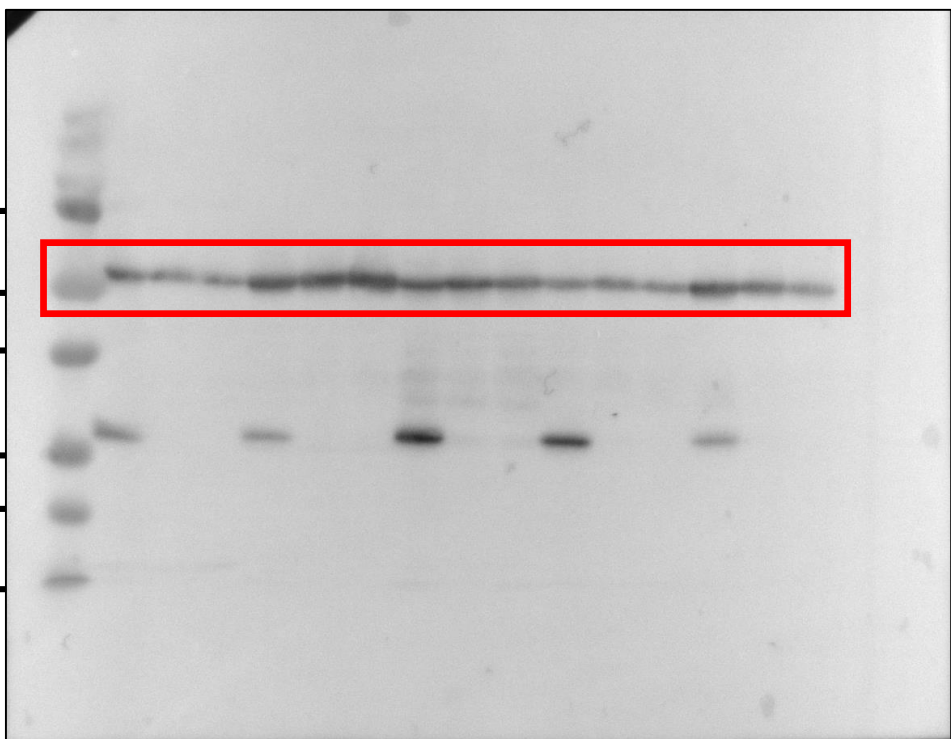

**Supplement:** S1 Raw images

How the deposited data were processed for this re-analysis (not part of the article)

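The data are the signals of 2 Clariom S Mouse Arrays, 1 for WT_A12 and 1 for KO_A12 mice. Each array measured the pooled RNA of epididymal fat from 3 male mice fed with a high-fat diet for 12 weeks and fasted for 4 h, labelled from 100 ng of total RNA. The authors made the deposited log2 signals with the SST-RMA algorithm (written STT-RMA in the methods) in the GeneChip Console Software 1.3.0, which transforms the signal space, corrects the background, normalizes between arrays and summarizes the probes of a probe set. The submitters' processing notes name RMA. The genome build and annotation behind the values are not given in the sources used here. The values ran from 2.69 to 19.23 on the WT_A12 array and from 2.76 to 19.26 on the KO_A12 array. For arrays, their number limits the precision, and with 1 array of a pool per genotype no error could be computed.

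Of 28846 rows, 6640 are controls and were left out, and 22206 probe sets were kept. Gene symbols came from the platform annotation, which gives 1 symbol to 19572 probe sets, several to 0 and none to 2634. All 19572 matched the RefSeq genes of GRCm38.p6 by Entrez ID, and 0 symbols changed. A further 35 probe sets without a symbol were named through the line of S4 or S5 Table with the same signals on both arrays. The difference of a probe set is the log2 signal of KO_A12 minus that of WT_A12. Following the paper, a probe set was called higher at a difference over 1 and a KO_A12 signal over 7, and lower at a difference under -1 and a WT_A12 signal over 7. For a single gene, its percentile among the 500 probe sets nearest in mean signal was computed. For a gene list, a gene with several probe sets entered once, by the probe set of highest mean signal, and the list's median was set against 10000 random lists drawn within 20 equal-sized bins of mean signal. A percentile describes these 2 arrays and is not a test of the genotype.

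The 43 gene lists, the rule for named genes and the alternatives were set before the data were examined, except that the signals in S4 and S5 Tables had been seen. The rule names each gene of the paper's text, the 10 called probe sets with the largest and the 10 with the smallest difference that have 1 symbol, up to 4 members of each list with the largest absolute difference among those with a signal over 7 on at least 1 array, and Iah1. For the genes taken to real-time qPCR, the probe set listed in S4 or S5 Table is given, and 1 of these genes is not reported here. Apoa1, Sfrp5 and Cd83 were named after their values were seen. Lists of brain and small intestine genes were added after the other lists had been computed. Srebf1 and Ctnnb1, which the paper measures by real-time qPCR, have no probe set with that symbol in the annotation used here and are not analysed here.

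The alternatives were median centring, quantile normalization and a lowess trend on mean signal (span 0.3), other cutoffs of signal and fold, counting gene symbols once, and for the lists other members, another choice of probe set, random lists matched on the WT_A12 signal and the mean in place of the median. The computation was checked on simulated arrays of 22206 probe sets with known changes. Changes of single probe sets were planted at higher mean signals only, and all probe sets had the same normal noise. Of 50 probe sets raised by 2 on the log2 scale 49 were called, of 50 lowered by 2 all 50, of 50 raised by 0.7 there were 11 and of 50 lowered by 0.7 there were 6. Among 22006 unchanged probe sets 46 were called. Of 300 unshifted lists of 20 genes 5.00% fell outside the central 95% of random lists, and of 50 lists shifted by 0.5 there were 98.00% above it. These lists were drawn at random. On the real arrays the spread of differences was larger at low signal, so the rates do not describe weak probe sets or lists of genes that vary together. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.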

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

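For 11 gene lists that the paper does not discuss as groups, the median log2 difference, KO_A12 minus WT_A12, was positive. Its percentile among the random lists was 99.58 or more. The tests of liver genes outside S4 Table, of dilution and of macrophage genes outside S5 Table were chosen after the results were seen, while the tests of scaling and of brain and small intestine genes were written before their values were computed, although the shifts of the other lists had been seen.

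The largest were the major urinary proteins (5.15), the seminal vesicle secretory proteins (5.13), the liver plasma proteins (1.35) and the hepatocyte enzymes and transporters (1.20), and epididymis (0.51) and kidney genes (0.46) were also higher. In the KO_A12 pool Alb had a log2 signal of 15.99 and Svs2 of 12.96, while the median WT_A12 signal was 5.01 for the liver plasma proteins and 4.41 for the seminal vesicle genes, and S4 Table lists 7 of the 8 measured major urinary proteins, all 10 seminal vesicle genes, 13 of the 27 liver plasma proteins and 4 of the 26 hepatocyte genes. A higher background of weak probe sets on the KO_A12 array is argued against by brain and small intestine genes, the higher of whose list medians was 0.20. Under 3 further scalings the lowest median of the liver plasma proteins was 1.29. These started from the deposited, already normalized signals and cannot undo the authors' scaling between the arrays, which stays untested as a cause. RNA of other organs in the KO_A12 pool is a candidate explanation, since 35 of the 36 liver genes outside S4 and S5 Tables were also higher, with a median of 0.96 against -0.11 to 0.19 for the central 95% of random lists. Expression of these genes by the fat of KO_A12 mice predicts the same and stays open, because the 3 mice of a pool cannot be separated, the seminal vesicle part has no members outside S4 Table to test, and 21 of 22 testis germ cell genes were lower in the KO_A12 pool (median -1.11, percentile 0.00), which RNA of other organs in that pool alone leaves unexplained, so that RNA of other organs in both pools also stays open.

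Macrophage and matrix genes were lower together. The highest macrophage median under the 3 further scalings was -0.63, which for the same reason does not test the authors' scaling. Dilution of the fat RNA by RNA of other organs, as the source of this shift, is argued against by the white adipocyte and endothelium medians. The lower of these was 0.017, and a smaller dilution stays open. Fewer macrophages in the KO_A12 pool may account for the macrophage part, since the 25 macrophage genes outside S4 and S5 Tables had a median of -0.63, with 3 of them higher. Lower expression per macrophage was not tested and stays open, and so does the genotype, which is confounded with the pool.

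The mesothelium list had a median of 0.55 with 11 of 13 genes higher, among them Upk1b at 0.97. The 7 with a signal over 7 had a median of 0.84, but Upk1b, Msln, Krt7 and Nkain4 pass this filter only through the KO_A12 array. Of those over 7 on both arrays, Upk3b was at 0.90, Gpm6a at 0.49 and Cldn15 at 0.34. The endothelium list had a median of 0.34 with 14 of 15 higher, among them Cldn5 at 0.91. The lymphatic endothelium and lymph node stroma list was at 0.37, with Ccl21a at 1.04, and lay inside the central 95% of random lists without the genes of S4 and S5 Tables (0.26, percentile 97.15) and with the mean in place of the median (0.44, percentile 97.46). The smooth muscle list was at 0.29, with all 10 genes higher, a mean of 0.44 and Actg2 at 1.30. The oxidative phosphorylation list was at 0.16, with 23 of 27 higher, and lay inside the central 95% with the mean (0.13, percentile 97.17).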

How the results depend on the processing

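No paired analysis was possible because each genotype has 1 array. With no replicates, a list median was taken as kept when it moved by less than the standard deviation of random-list medians, a single gene when it moved by less than a robust standard deviation of differences at like signal, and a count when it stayed within 1.5 times. The 3 scalings started from already normalized signals, so large moves were unlikely. Under them all 507 values of the 169 named genes were kept, with 6 signs turned among Cd36, Nphs1, Mcpt4 and Nkd1, whose differences were near 0. The counts of higher and lower probe sets ran from 126 to 138 and from 148 to 169 under these scalings. The number of higher probe sets was 48 with a signal over 7 on both arrays and 82 with a signal over 8. Without a signal cutoff the counts were 325 higher and 299 lower, at 1.5-fold 487 and 824, and at 3-fold 58 and 17, as these cutoffs by construction admit more or fewer probe sets. Leaving out the genes of other organs, chosen after seeing the data, gave 90 for upregulated genes in KO_A12 and 164 for downregulated genes in KO_A12. The brain and small intestine lists were likewise added after the data were seen, and the other alternatives were set before.

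Of 342 list medians under the alternatives 302 were kept. With members over a signal of 7 alone, the medians were 3.66 for liver plasma proteins, 2.91 for epididymis, -1.55 for testis germ cells, 1.90 for kidney, -0.14 for skeletal muscle, 0.84 for mesothelium, -0.14 for brown and beige fat, 0.14 for inflammatory mediators, 0.49 for T and NK cells, 0.35 for B cells, -0.51 for mast cells, -0.44 for neutrophils, -0.32 for immediate early genes and -0.24 for cell cycle. Those of epididymis, B cells and neutrophils rest on 1 gene each and that of kidney on 2. The pancreas list had no such member, and the seminal vesicle list none outside S4 Table. With members outside S4 and S5 Tables alone, which by construction drops the largest differences, they were -0.040 for the genes named in the paper, 0.96 for liver plasma proteins, 0.93 for hepatocyte enzymes, 1.49 for the 1 such major urinary protein, 0.34 for brown and beige fat, 0.0094 for adipokines, -0.53 for lipid-associated macrophages, 0.25 for mast cells, -0.19 for fibroblasts and adipose progenitors and -0.045 for immediate early genes. The mean in place of the median gave -0.40 for the genes named in the paper, 2.29 for liver plasma proteins, 4.49 for major urinary proteins, 5.43 for seminal vesicle, 0.62 for kidney, 0.44 for smooth muscle, -0.0037 for cholesterol synthesis, -0.22 for adipokines, -0.76 for lipid-associated macrophages, -0.14 for mast cells, -0.61 for fibroblasts and adipose progenitors, -0.41 for interferon response, -0.44 for lysosome, -0.26 for cell cycle and 0.13 for neutral ester hydrolases. It turned the sign of the secreted frizzled-related proteins, to -0.059, as Sfrp4 was at -2.12. Of 21 lists outside the central 95% of random lists, 17 lay outside it in the same direction without the genes of S4 and S5 Tables and 18 with the mean, and all 21 under the 3 scalings. Of the 22 lists inside it, 7 lay outside under at least 1 setting. These were T and NK cells (percentile 99.70), mast cells (1.67) and immediate early genes (0.47) with signals over 7, brown and beige fat (99.45) without the genes of S4 and S5 Tables, adipokines (0.90), immediate early genes (1.58) and cell cycle (1.99) with the mean, and neutrophils with the lowess trend (97.62), without those genes (97.66) and with the mean over probe sets (97.86). Where no reason is given, the cause was not tested. Signals near background limit what weak probe sets can show.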

Differences from the paper's values

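The paper's counts of 126 higher and 167 lower genes stand beside 126 and 168 probe sets here. The 1 lower probe set that S5 Table does not list is annotated Cd83, with a log2 difference of -1.20. A second probe set of Cd83 was at -0.87. The log2 folds that S4 and S5 Tables give for the genes taken to real-time qPCR and reported here match those computed here. The tables hold the same deposited signals and the probe sets of these genes were chosen through them, so this match is no independent check.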

Other observations

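The lists of brain and small intestine genes were chosen after other results had been seen, and the test of hybridization background was written before its result. On the arrays, the log2 difference of genes that the paper measured by real-time qPCR in epididymal fat (Figs 4 and 6) was 0.07 for Pparg, -0.08 for Dgat2, 0.13 for Fasn, -0.10 for Mttp and -0.18 for Cebpa, and the log2 signal of Cd36 was 18.15 in the WT_A12 pool and 18.14 in the KO_A12 pool. Lpin1, which the paper discusses as another candidate gene on chromosome 12, was at -0.21. The genes named in the paper had a median of -0.20 (percentile 1.99), a list that the study chose in part on these samples, and without the genes of S4 and S5 Tables of -0.040 (percentile 34.05). Of 8 MHC class II genes 6 were lower (median -0.43, percentile 0.28), with -0.63 for H2-Eb1. Among 15 genes of T and NK cells the median was 0.18 (percentile 91.72), with 1.08 for Cd247 and -1.01 for Il7r. That of the 6 with a signal over 7 was 0.49 (percentile 99.70), outside the central 95% of random lists. Here and below this filter lets a gene in through the array where it is higher, as Cd247 and Cd28 through KO_A12 and Cd3e through WT_A12. The random lists were not so filtered, so the medians and percentiles of filtered members are not independent of the change. The medians of 9 B cell genes (0.03, percentile 50.37), 10 mast cell genes (0.10, percentile 78.21), 12 neutrophil genes (0.29, percentile 97.48) and 19 inflammatory cytokines and mediators (-0.10, percentile 17.66) lay inside the central 95% of random lists, the neutrophil genes at its edge. The 4 mast cell genes with a signal over 7 lay outside it (-0.51, percentile 1.67), with -1.23 for the protease Cpa3, and the 7 inflammatory mediators with a signal over 7 had a median of 0.14. The 16 genes of brown and beige fat had a median of 0.19 (percentile 93.97), and 9 of them were higher although Ucp1 and Cidea were lower. The median was -0.14 for the 8 of them with a signal over 7 and 0.34 (percentile 99.45) for the 14 outside S4 and S5 Tables, so its direction depends on the members.

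Of 27 ester hydrolases, a list that holds Iah1 itself and the lysosomal Lipa, 13 were higher and 14 lower (median -0.05, percentile 25.11, mean 0.13), with signals of 5.20 and 7.81 in the WT_A12 and KO_A12 pools for Ces3a and a difference of -1.20 for Nceh1. The 23 neighbours of Iah1 and Lpin1 on chromosome 12 had a median of -0.10 (percentile 15.15), and Klf11 alone passed both cutoffs, at -1.22. The 9 predicted off-target genes had a median of -0.05 (percentile 46.99). Skeletal muscle (0.17, percentile 94.03), pancreas (-0.02, percentile 31.06), immediate early genes (-0.14, percentile 11.29), cell cycle (-0.11, percentile 21.45), ribosomal proteins (-0.09, percentile 10.81) and reference genes (-0.07, percentile 19.12) also lay inside that range, and so did the added lists of brain (-0.03, percentile 25.09) and small intestine genes (0.20, percentile 92.40). With signals over 7 alone, skeletal muscle was at -0.14 and cell cycle at -0.24, and immediate early genes lay outside the range (-0.32, percentile 0.47). With the mean, immediate early genes (percentile 1.58) and cell cycle (-0.26, percentile 1.99) lay outside it.

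The log2 signal of Iah1 in the KO_A12 pool was 8.35. For hybridization background as its source, 0 of the 23 background control probe sets had a signal as high, the highest being 7.21, but the background of a single probe set can lie above that of these controls, so hybridization background stays open. RNA left after the 53 bp deletion may also be detected by probes outside it, which was not tested because the probe positions are not used here. By real-time qPCR the paper did not detect Iah1 mRNA in KO_A12 mice (Fig 2B), whereas the KO_A12 array signal was 0.44 of that of WT_A12. The arrays cannot settle this difference.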
